A study of Homo sapiens with 88 samples.

How the data were processed

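RNA sequencing was analysed in 88 libraries of mixed neuron cultures grown from KOLF2.1J, an established human induced pluripotent stem cell line. Neural progenitor cells were transduced with CRISPR interference (CRISPRi) constructs, which bring a repressor to a chosen DNA site through a guide RNA, were selected with puromycin and were then differentiated, per the labels' protocols. Poly-A RNA was enriched after column extraction, per the labels' protocols. Groups were taken from the sample titles. They are 9 libraries with constructs against the AAV safe harbor locus (AAVS1, the negative control), 9 against the MAPT promoter (the positive control) and 5 against each of 14 candidate regulatory elements, r1 to r14. The positions of r1 to r14 are not given in the sources used here. Nothing in the labels says whether the libraries of a group came from separate cultures, so p-values measure the spread between these libraries, which may be technical.

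The authors deposited 1 table of raw read counts per gene, with 1 column per library and 50045 rows. Cutadapt, STAR 2.7.5c, SAMtools 1.16.1, Picard and HTSeq were used with the genome build hg38, per the submitters' processing notes, which give the tools no roles. The strand setting, the filters and the annotation are not given in the sources used here. All 50045 versioned gene identifiers occur in GENCODE release 44, from which gene symbols and hg38 positions were taken. In 26758 rows the count was 0 in every library.

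Many genes that lie within another gene were at 0 in the deposited counts. Of 16923 protein-coding genes that lie within no other gene, 951 (5.62%) were listed at 0 in all libraries. The share was 97.0% (574 of 592) for genes within the span of a gene on the same strand, 99.3% (1129 of 1137) for genes within a gene on the opposite strand and 41 of 41 for genes within genes of both strands. SNAP25, SOX2, THY1 and CRHR1 were among the genes listed at 0 and could not be measured. MAPT itself shares 0.87% of its exon bases with the spans of other genes, KANSL1 2.56%, GFAP 19.9%, MAP3K14 42.2%, FMNL1 50.4%, SYT1 60.8% and CALB2 89.8%, all on the opposite strand. How reads in such overlaps were counted is not given in the sources used here, so counts of the last 5 are not known to cover all of their exons. BDNF, with 100% of its exon bases within other spans, had 5717 reads. Of the 294 genes taken by the rule given below (for lists, all those past the threshold), 51 share more than 20% of their exon bases in this way or with genes on the same strand, among them HSD17B2 (93.9%), ADARB2 (86.3%), HLA-F (62.6%), AQP1 (47.7%), PLP2 (33.3%), IFI6 (32.7%), AGT (33.0%), RAB11FIP5 (31.7%) and CES4A (21.7%).

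Libraries held 10733600 to 22294800 counted reads. Genes were kept by edgeR's filterByExpr with its default settings, which left 13624 genes and at least 99.9% of each library's reads. Library sizes were scaled by TMM factors of 0.926 to 1.10, and levels are given on that scale as CPM, which are counts scaled to library size. Differences were tested with edgeR's quasi-likelihood test (glmQLFit and glmQLFTest) in 1 model with a mean for each of the 16 groups and no other term, so that all 88 libraries shared the estimate of spread (common dispersion 0.0218). P-values were adjusted over the 13624 genes of each comparison by Benjamini-Hochberg, with a threshold of 0.05. Fold changes are edgeR log2 fold changes. Their standard error (SE) is the absolute log2 fold change divided by the square root of the quasi-likelihood F statistic. Per-library log2 CPM used a prior count of 2. MAPT was also tested with exact two-sided permutation tests on log2 CPM, over 48620 splits for 9 against 9 libraries and 2002 splits for 5 against 9, adjusted over the 15 targets.

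A total of 37 gene lists were fixed before the data were examined, and 36 held at least 3 tested genes. Each list was tested with limma's camera at a preset correlation between genes of 0.01 and again with the correlation estimated from the data, adjusted over the 36 lists of a comparison. Members past the threshold were also counted with p-values adjusted over the list alone. Genes were named by a rule fixed at the same time. It took MAPT, every listed neighbour of MAPT or of AAVS1 past the threshold, and the genes with the largest log2 fold changes among those past it with a mean of at least 1 CPM and a gene symbol that is not a clone name. Of the last kind it took 10 higher and 10 lower genes for the MAPT promoter and 4 and 4 for each region. For each list described it took up to 4 members of smallest p, and for genes changed the same way in at least 8 regions the 10 with the largest median. Some genes taken by the rule are left out of the text. Genes named outside the rule are said to be so.

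Comparisons against the same 9 safe harbor libraries share their chance values. Unchanged groups that share 1 set of controls were therefore simulated in 20 draws, and the controls were also split between the members of each pair of regions. The steps were tested on simulated counts of the 13624 genes with 200 genes changed, 50 for each fold size. For r5 against safe harbor, the shares recovered in the right direction were 58% at 1.5-fold, 82% at 2-fold, 98% at 4-fold and 94% at 8-fold. Of the r5 calls 9.23% were unchanged genes. Besides the list simulated as changed, 2 gene lists passed camera at the preset correlation. For the MAPT promoter the shares were 70%, 66%, 96% and 100%, with 3.33% of calls unchanged and 0 such lists.

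Alternatives were DESeq2's size factors in edgeR, the DESeq2 Wald test, no filter on low counts, only the 2 groups compared, the replicate number as a block, safe harbor replicates 1 to 5 or 6 to 9 alone, 3 surrogate variables from sva, the mean of the pan-neuronal or astrocyte list as a covariate for MAPT, the other 13 regions as the control, and leaving out each library or replicate number. Replicates were compared by a chi-square test over genes, and none were duplicates. Software was R 4.3.3 with edgeR 4.0.16, limma 3.58.1, DESeq2 1.42.0 and sva 3.50.0, and Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9.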

Results

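The data are gene-level read counts from 88 RNA-seq libraries of mixed neuron cultures in which CRISPRi constructs had been directed at the AAV safe harbor locus (9 libraries), the MAPT promoter (9 libraries) or 1 of 14 candidate regulatory elements named r1 to r14 (5 libraries each). The stated aim was to measure the effect of each construct on MAPT, which encodes the microtubule-associated protein tau. Depth ran from 10733600 to 22294800 reads per library. The most abundant transcripts were those of extracellular matrix genes, FN1 (fibronectin) at 53880 ± 10462 CPM (SD, n = 88) and COL1A1 (type I collagen) at 41685 ± 5680 CPM. Neuronal and glial markers were lower, with means over the 88 libraries of 37.3 CPM for STMN2, a growth-associated neuronal protein, 18.9 CPM for the synaptic vesicle protein SYT1, of whose exon bases 60.8% lie within the spans of other genes, and 24.1 CPM for the astrocyte filament GFAP.

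MAPT (ENSG00000186868.18, chromosome 17, 45894527 to 46028334, forward strand, hg38) fell in the positive control. It averaged 15.1 ± 5.91 CPM (SD, n = 9) in safe harbor and 0.488 ± 0.383 CPM (n = 9) with constructs against its promoter, or 3.19% of the safe harbor level. The log2 fold change was −4.97 (SE 0.30), with a 95% interval from −5.56 to −4.38, and all 9 promoter libraries lay below every safe harbor library. Promoter libraries held 0 to 17 MAPT reads each, against 88 to 383 in safe harbor. The 1 library with 0 reads, replicate 2, allowed a level of up to 0.244 CPM (3 reads) by counting error. The difference passed edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment (adjusted p = 2.9e-24) and the exact two-sided permutation test (p = 4.11e-05, the smallest 9 against 9 libraries can give, 0.000617 adjusted over the 15 targets).

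Each region was compared with safe harbor to ask whether repressing it changed MAPT. MAPT fell in r5 to 7.40 ± 1.76 CPM (SD, n = 5), 49.3% of the safe harbor level, with a log2 fold change of −1.02 (SE 0.25). In r8 it fell to 9.12 ± 1.84 CPM, 60.3% of safe harbor (−0.73, SE 0.25). In r7 it rose to 25.1 ± 4.76 CPM, 166% of safe harbor (0.73, SE 0.22). All 5 libraries of r5 and of r8 lay below the safe harbor median and all 5 of r7 above it, as were all 5 of r3, of r4 and of r6, where MAPT did not pass. The edgeR adjusted p over all genes was 0.00098 for r5, 0.023 for r8 and 0.017 for r7, and over the 15 targets alone 0.000729, 0.0148 and 0.00818. The exact permutation test gave p = 0.00599 for r5 (0.045 adjusted), 0.031 for r8 (0.116) and 0.013 for r7 (0.0649), where the smallest p of 5 against 9 libraries is 0.0005. MAPT did not pass in the other 11 regions, with means from 10.3 ± 4.52 CPM in r12 to 21.25 ± 5.02 CPM in r3. Their 95% intervals of the log2 fold change together spanned −1.03 (r12) to 0.95 (r3).

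Single libraries and the choice of controls decided part of these calls. The r7 call ended without its own replicate 5 (0.63), and the r8 call without its replicate 1 (−0.69), its replicate 4 (−0.68) or safe harbor replicate 8 (−0.57), while r6 passed without safe harbor replicate 8 (0.60). With safe harbor replicates 1 to 5 alone, the r5 and r8 differences were −0.65 and −0.36 and did not pass, and MAPT passed as higher in r3 (0.86), r4 (0.69) and r6 (0.81). With replicates 6 to 9 alone, the r7 difference was 0.38 and did not pass.

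**Figure D1:**
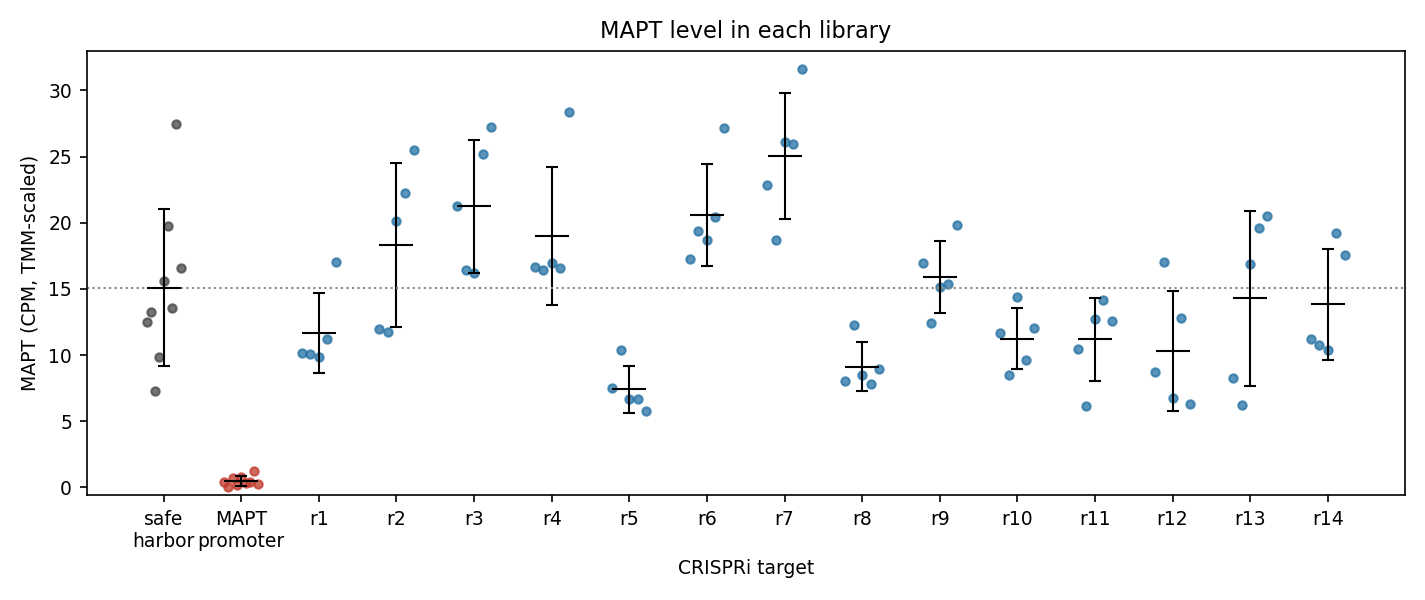
MAPT level in CPM for each library (points) with the mean and SD of each of the 16 groups, on a linear axis. The 9 MAPT promoter libraries lie between 0 and 1.27 CPM, below all safe harbor libraries (7.27 to 27.5 CPM), and the means of r5 and r8 lie below and that of r7 above the safe harbor mean.

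Safe harbor replicates 6 to 9 differed from replicates 1 to 5 of the same group, and the regions hold only replicates 1 to 5. MAPT averaged 19.4 ± 5.98 CPM (SD, n = 4) in replicates 6 to 9 and 11.7 ± 3.21 CPM (n = 5) in replicates 1 to 5, a log2 difference of 0.72 (SE 0.27, edgeR adjusted p = 0.184). The 15 pan-neuronal genes averaged 4.56 ± 0.242 and 3.99 ± 0.175 log2 CPM in the same libraries, and 4.42 ± 0.339 and 4.06 ± 0.0968 in replicates 6 to 9 and 1 to 5 of the promoter group. In all, 105 genes were higher and 12 lower in safe harbor replicates 6 to 9, against 13 and 2 in the MAPT promoter group. Promoter against safe harbor, MAPT was −4.81 (SE 0.40) within replicates 1 to 5 and −5.11 (SE 0.42) within replicates 6 to 9, both past the edgeR test. The labels give no batch.

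MAPT followed the content of pan-neuronal transcripts from library to library. Over the 79 libraries outside the MAPT promoter group, MAPT log2 CPM and the pan-neuronal mean correlated with Pearson's r = 0.936 and Spearman's rho = 0.936 (permutation p = 1e-05 for each, the smallest 100000 resamples can give). Without the 2 libraries farthest from the median, r was 0.930. Within groups r was 0.887 and rho 0.895 (permutation p = 1e-05 for each), and 0.879 without the 2 farthest. Across the 15 group means r was 0.972 and rho 0.95 (permutation p = 1e-05 for each), and 0.960 without the 2 farthest. After adjustment over these 3 relations the p-values stayed at 1e-05.

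The pan-neuronal mean lay on the same side of safe harbor as MAPT in r5, r7 and r8, without passing its own test. It was 4.25 ± 0.357 log2 CPM (SD, n = 9) in safe harbor, 4.22 ± 0.287 in the promoter group, 3.85 ± 0.136 (n = 5) in r5, 3.90 ± 0.239 in r8 and 4.79 ± 0.184 in r7. No target passed the exact permutation test on that mean (lowest adjusted p = 0.122, in r4, r5, r6 and r7). Relative to the pan-neuronal mean, MAPT fell by 4.77 log2 units in the promoter group, changed by −0.56 in r5 (exact permutation p = 0.0015, 0.0112 adjusted) and was not past the threshold in r7 (0.26, adjusted p = 0.175) or r8 (−0.30, adjusted p = 0.175). Against the presynaptic list as the reference, the values were −0.64 in r5, 0.59 in r7 and −0.65 in r8, each with an adjusted exact permutation p of 0.0393. With the pan-neuronal mean as a covariate, MAPT was −0.38 (SE 0.14) in r5 and still past the edgeR test, −0.15 (SE 0.14) in r8 and −0.0075 (SE 0.13) in r7.

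**Figure D2:**
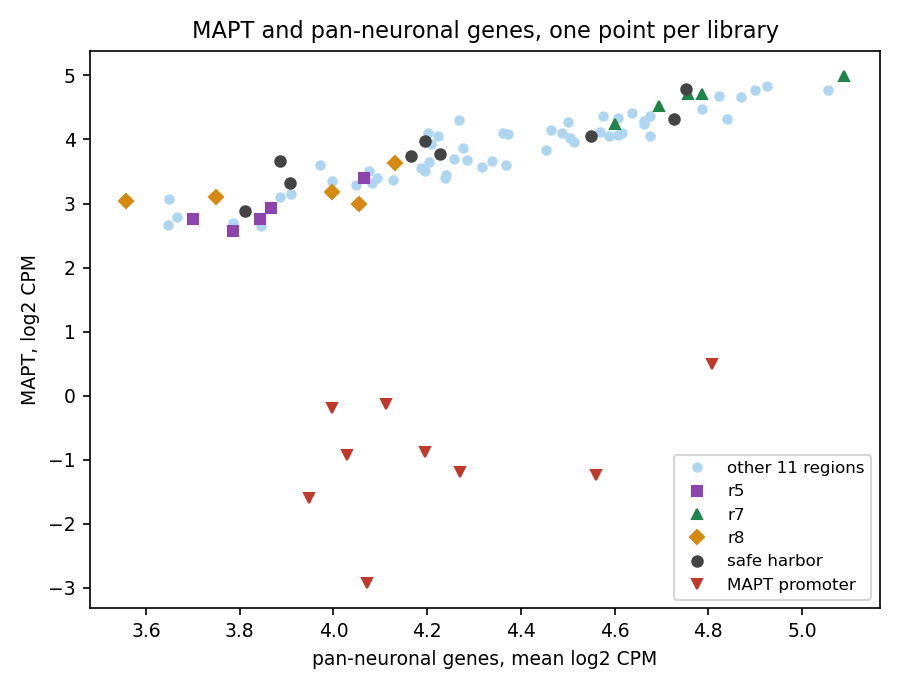
MAPT log2 CPM (vertical) against the mean log2 CPM of the 15 pan-neuronal genes (horizontal) for each library, coloured by group. Libraries outside the MAPT promoter group lie along 1 rising band (r = 0.936, n = 79), with the promoter libraries far below it.

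Against the MAPT promoter group, MAPT was higher in all 14 regions, by 3.95 (SE 0.34) in r5 to 5.70 (SE 0.31) in r7 on the log2 scale, each past the edgeR test. Set against the mean of the other 13 regions, an alternative control, MAPT was lower in r5 (−0.995, SE 0.22, edgeR adjusted p = 0.00012) and r8 (−0.68, SE 0.21, 0.013) and higher in r7 (0.89, SE 0.17, 0.00014). With that control r3 (0.64) and r6 (0.58) also passed as higher.

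Beyond MAPT, the MAPT promoter group differed from safe harbor in 1017 genes, 480 higher and 537 lower. Only 1 gene was lower in the promoter group than in all 15 other groups, and 0 were higher than in all of them. Most of the 1017 changes are therefore not shown to be specific to the promoter target. THBD, the thrombin receptor thrombomodulin, rose from 3.09 ± 0.954 to 123 ± 33.5 CPM (SD, n = 9 each), a log2 fold change of 5.30 (SE 0.21, edgeR adjusted p = 4.6e-35). Other genes among the largest rises were the carboxylesterase CES4A (3.45, SE 0.27), the retinol dehydrogenase family member SDR16C5 (2.28, SE 0.35), the peptide urocortin UCN2 (1.88, SE 0.24), the endosomal recycling factor RAB11FIP5 (1.70, SE 0.10), the axon guidance cue SEMA3F (1.68, SE 0.09), PLP2 (1.68, SE 0.08), ANKRD34B (1.70, SE 0.24), the anchoring fibril collagen COL7A1 (1.57, SE 0.15) and the circadian transcription factor DBP (1.53, SE 0.15). After MAPT, the largest falls were in the metalloproteinase MMP28 (−1.69, SE 0.28), the inositol oxygenase MIOX (−1.58, SE 0.29), the calcium-binding interneuron marker CALB2 (−1.58, SE 0.19), CDCP1 (−1.45, SE 0.26), the matrix protein TNN (−1.37, SE 0.16), XAF1 (−1.36, SE 0.24), the transporter ABCC3 (−1.18, SE 0.16), the lipase inhibitor ANGPTL4 (−1.14, SE 0.16) and DHRS2 (−1.11, SE 0.24). Each passed the edgeR test, and the DHRS2 call ended with safe harbor replicates 6 to 9 alone.

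Glycolysis and hypoxia genes were the 1 list of 36 to pass camera at the preset correlation in the promoter group, and 0 passed with an estimated one. Of its 11 members, 5 fell and 6 did not pass (also 5 adjusted over the list alone), among them the hypoxia-induced NDRG1 (−0.66, SE 0.10), the mitophagy receptor BNIP3 (−0.30, SE 0.08) and the glucose transporter SLC2A1 (−0.22, SE 0.06). The camera adjusted p was 0.0018 at the preset correlation, and the adjusted p = 0.15 with an estimated correlation. The BNIP3 and SLC2A1 calls ended with safe harbor replicates 1 to 5 alone. Both groups had similar mesenchymal marker means, 10.4 ± 0.123 and 10.4 ± 0.130 log2 CPM. The count of changed genes was 648 within replicates 1 to 5 and 85 within replicates 6 to 9 of both groups.

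THBD, CES4A, PLP2, RAB11FIP5, DBP, SEMA3F and the zinc finger gene ZNF30 were higher than safe harbor in all 14 regions as well as in the promoter group. The median log2 fold change over regions was 4.99 for THBD (3.75 to 5.99), 3.57 for CES4A, 1.74 for PLP2, 1.67 for RAB11FIP5, 1.38 for DBP, 1.30 for SEMA3F and 1.21 for ZNF30. THBD did not exceed 4.31 CPM in any safe harbor library and was at least 24.4 CPM in each of the other 79. In all, 19 genes, COL7A1 among them, were higher in every one of the 15 targets and 0 were lower in all of them. PGF, a growth factor of the VEGF family, was higher in 12 regions (median 1.47) and UCN2 in 10 (1.20), while PADI2, a protein-citrullinating enzyme, was lower in 8 (−1.27). PPP1R12C, the gene on chromosome 19 that holds the AAVS1 site, was higher than safe harbor in 13 of the 15 targets.

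A total of 157 genes changed the same way in at least 8 regions, 89 higher and 68 lower. Because the regions share the safe harbor libraries, simulated unchanged groups that share 1 set of controls are the reference. They gave 0 such genes in 20 draws. Whether the draws carry differences between libraries that many genes share, such as those between safe harbor replicates, was not tested. Over pairs of regions, log2 fold changes correlated across genes with a mean of 0.327, against 0.356 in the simulated groups, and their covariance was 0.0402 against 0.0186. Genes are not independent replicates. With the 9 controls split between the 2 regions of a pair, the mean correlation was 0.0729 and the covariance 0.00742. A pair of regions shared a median of 93 genes higher in both and 80 lower in both, where independent lists would share 17.5 and 20.1. In simulated unchanged groups the median was 0 in each direction in all 20 draws, with at most 1 gene in any pair. With the controls split, the medians were 40 and 25, where independent lists would share 5.43 and 6.15.

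**Figure D3:**
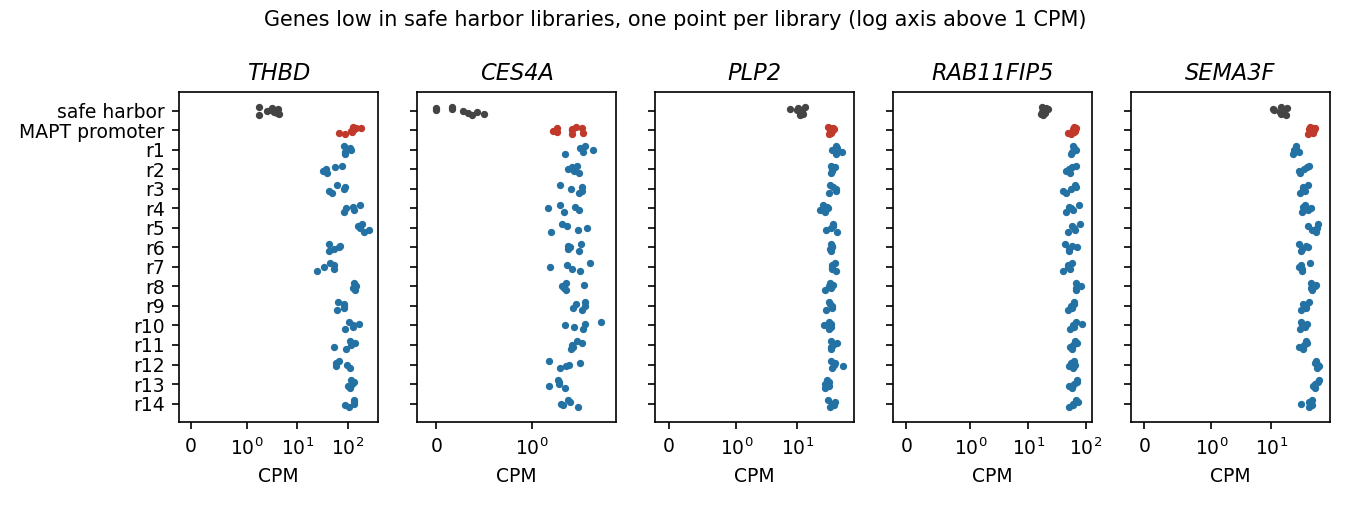
CPM of THBD, CES4A, PLP2, RAB11FIP5 and SEMA3F in each library, for safe harbor and for the other 79 libraries, on an axis that is logarithmic above 1 CPM and linear below. Safe harbor libraries reach at most 4.31 CPM for THBD, and no other library is below 24.4 CPM.

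Genes near MAPT on chromosome 17 were examined next, 21 of them with enough reads to test. KANSL1 (46029916 to 46225389), a subunit of a histone acetyltransferase complex and the gene next to MAPT, fell in r13 from 70.1 ± 6.67 to 39.9 ± 3.74 CPM (log2 fold change −0.81, SE 0.07, edgeR adjusted p = 3.5e-14). It also fell in r12 (−0.40, SE 0.07, 9.1e-05) and in r5 (−0.26, SE 0.07, 0.0036). The r5 call ended in a fit of only the 2 groups. In r2, MAP3K14 (45263119 to 45317029), the NF-kappa-B-inducing kinase, fell from 11.7 ± 1.79 to 2.22 ± 0.648 CPM (−2.39, SE 0.19, edgeR adjusted p = 1.3e-17), and the actin regulator FMNL1 (45221444 to 45247319) beside it fell from 3.02 ± 0.749 to 0.988 ± 0.592 CPM (−1.55, SE 0.25, 3.4e-06). GFAP (44903159 to 44916937) fell in r1 from 32.0 ± 19.9 to 2.03 ± 0.993 CPM (−3.99, SE 0.64, 3.4e-06).

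Against the mean of the other 13 regions these differences were −0.84 for KANSL1 in r13, −0.40 in r12 and −0.25 in r5, −2.16 for MAP3K14 and −1.25 for FMNL1 in r2, and −3.35 for GFAP in r1, all past the edgeR test. GFAP was also lower than safe harbor in r8 (−1.67), r10 (−1.77) and r11 (−2.21), and none of these 3 passed against the other regions. In the promoter group 0 of the 21 neighbours passed, also adjusted over the list alone. The count of neighbours past the threshold ran from 0 in r3 and r14 to 6 in r4 and r10. PLCD3, a phospholipase, was lower than safe harbor in 7 regions (−0.58 to −0.31). Against the other 13 regions only its r10 value passed (−0.32), and in r1, r2, r4, r6, r7 and r9, at −0.15 to −0.04, it did not, nor with safe harbor replicates 6 to 9 alone. SCRN2 (47837692 to 47841289), also on chromosome 17 and outside the list, fell in r14 from 27.5 ± 4.77 to 7.77 ± 1.02 CPM (−1.82, SE 0.14, edgeR adjusted p = 3.8e-17). Exons of FMNL1, MAP3K14 and GFAP overlap genes on the opposite strand.

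The number of genes that differed from safe harbor ran from 108 in r14 to 3468 in r8, with 1017 for the promoter. Region pairs compared with each other differed by a median of 1308 genes (2 to 5348 over the 91 pairs), against a median of 1802.5 for regions against safe harbor. A pair compares 5 with 5 libraries and a region 5 with 9 safe harbor libraries, so these medians are not directly comparable. The fewest genes separated r3 from r7 (2), r6 from r7 (2) and r3 from r6 (3). From r3, r6 and r7, r2 differed in 53, 33 and 36 genes and r9 in 29, 26 and 118. Most changes described for r3, r6 and r7 are therefore not shown to be specific to 1 of these regions. With safe harbor replicates 6 to 9 alone, the counts were 267 in r1 (556 with all 9), 1665 in r4 (2675), 71 in r9 (313), 1241 in r10 (2346), 127 in r11 (363), 1382 in r13 (2168) and 67 in r14 (108). With replicates 1 to 5 alone, they were 2081 in r8 (3468), 1008 in r9 and 545 in r11. With only the 2 groups in the fit, they were 354 in r1, 1162 in r7, 198 in r9, 227 in r11, 132 in r12 and 69 in r14. The paragraphs that follow leave out the genes raised in every target.

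**Figure D4:**
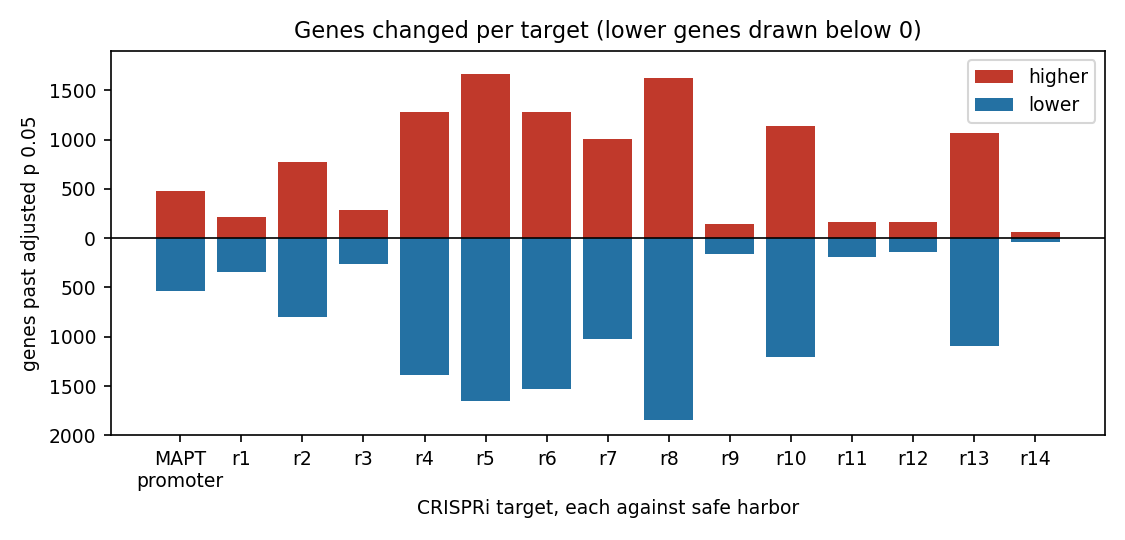
Number of genes higher (above 0) and lower (below 0) than safe harbor for each target by edgeR's quasi-likelihood test. Counts run from 66 higher and 42 lower in r14 to 1623 higher and 1845 lower in r8.

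In r1, besides GFAP, the astrocyte-secreted angiotensinogen AGT fell from 8.09 ± 1.68 to 1.73 ± 0.137 CPM (−2.22, SE 0.20), ADARB2, an interneuron-enriched member of the RNA-editing family, fell (−2.48, SE 0.24), and DCT, a melanin-synthesis enzyme, rose (1.92, SE 0.34). AGT and GFAP were the 2 of 12 astrocyte genes that fell, and 10 did not pass (2 higher and 2 lower adjusted over the list alone). That list had a camera adjusted p of 0.031, and the adjusted p = 0.41 with an estimated correlation. The neighbours of MAPT were lower as a list (camera adjusted p = 0.016, 0.019 with an estimated correlation), with 3 of 21 fallen (4 adjusted over the list alone), GFAP, EFTUD2 (−0.23, SE 0.06) and PLCD3 (−0.36, SE 0.11). The EFTUD2 and PLCD3 calls ended in several other settings, among them safe harbor replicates 6 to 9 alone. In total, 214 genes were higher and 342 lower than in safe harbor.

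In r2, HLA-DRA, a class II antigen-presenting chain, reached 10.3 ± 1.06 CPM against 0.276 ± 0.113 in safe harbor (5.14, SE 0.41, edgeR adjusted p = 4e-17), the invariant chain CD74 26.5 ± 2.91 against 0.869 ± 0.382 (4.96, SE 0.32) and HLA-F 4.85 ± 0.629 against 0.32 ± 0.2 (3.87, SE 0.44). TMEM40 fell (−3.33, SE 0.55). Of 10 interferon response genes 4 rose and 6 did not pass (5 higher adjusted over the list alone), among them IFI6 (1.24, SE 0.26) and IFI44L (0.94, SE 0.12), with a camera adjusted p of 0.0048 and an adjusted p = 0.21 with an estimated correlation. Cholesterol biosynthesis genes were lower, 6 of 12 fallen (8 adjusted over the list alone), with DHCR7 at −0.54 (SE 0.08), at a camera adjusted p of 7.8e-05 and an adjusted p = 0.18 with an estimated correlation. The mesenchymal mean was also lower, at 10.25 ± 0.146 against 10.44 ± 0.130 log2 CPM in safe harbor. In all 7 lists passed at the preset correlation and 0 with an estimated one. In total, 775 genes were higher and 801 lower than in safe harbor. The 1576 changed genes became 988, 952 and 915 without r2 replicates 3, 4 and 5, and, with safe harbor replicates 6 to 9 or 1 to 5 alone, 135 and 2418. With replicates 6 to 9 alone the IFI6 call ended.

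In r3, PGF rose (1.69, SE 0.24), and TMEM119, a membrane protein of bone and microglia, fell from 13.8 ± 3.65 to 4.55 ± 1.28 CPM (−1.60, SE 0.20). Presynaptic genes were higher as a list, with RIMS1 (0.81, SE 0.16) and CPLX2 (0.55, SE 0.13), both of vesicle release, the 2 of 14 that rose (3 adjusted over the list alone). Its camera adjusted p was 0.00096, and the adjusted p = 0.10 with an estimated correlation. The pan-neuronal mean was 4.66 ± 0.323 log2 CPM against 4.25 ± 0.357 in safe harbor, and 1 of 15 pan-neuronal genes passed, ELAVL3 (0.90, SE 0.23; 6 adjusted over the list alone). Mesenchymal genes were lower as a list, at 10.2 ± 0.142 against 10.4 ± 0.130 log2 CPM, with PDGFRB (−0.30, SE 0.07) the 1 of 11 that fell (5 adjusted over the list alone), at a camera adjusted p of 0.00062 and an adjusted p = 0.13 with an estimated correlation. In all 17 lists passed at the preset correlation and 0 with an estimated one. In total, 282 genes were higher and 258 lower than in safe harbor, while r3 differed from r6 in 3 genes and from r7 in 2. The 540 changed genes became 38 with safe harbor replicates 6 to 9 alone, 1533 with replicates 1 to 5 alone, 133 with only the 2 groups in the fit, 277 without safe harbor replicate 3, 834 without safe harbor replicate 6, and 320, 309 and 148 without r3 replicates 1, 4 and 5. With replicates 6 to 9 alone the CPLX2, ELAVL3 and PDGFRB calls ended.

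In r4, glycolysis and hypoxia genes fell, 9 of 11 (10 adjusted over the list alone), with SLC2A1 at −1.60 (SE 0.08), NDRG1 at −1.89 (SE 0.13), BNIP3 at −0.97 (SE 0.10) and the angiogenic factor VEGFA at −0.78 (SE 0.10). The list's camera adjusted p was 2.6e-16 and 7.7e-07 with an estimated correlation. Of 12 genes of the unfolded protein and integrated stress response, 9 fell (also 9 adjusted over the list alone), among them the endoplasmic reticulum chaperone HSPA5 (−1.29, SE 0.13) and its cofactor DNAJB9 (−1.49, SE 0.16), with camera adjusted p = 3.1e-13 and 0.0067 with an estimated correlation. The muscle cadherin CDH15 fell from 27.7 ± 8.06 to 3.42 ± 3.24 CPM (−3.05, SE 0.29), and the phospholipase LIPH (−2.82, SE 0.33), KLHDC7B (−2.68, SE 0.20) and the calcium pump ATP2B2 (−2.504, SE 0.36) also fell. Of 15 proliferation genes 12 rose (15 adjusted over the list alone), with the replication clamp PCNA at 0.48 (SE 0.08), at a camera adjusted p of 9e-08 and an adjusted p = 0.15 with an estimated correlation. The mitotic kinesin KIF18B near MAPT rose (0.88, SE 0.15), and the pan-neuronal mean was 4.68 ± 0.140. In total, 1282 genes were higher and 1393 lower than in safe harbor.

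In r5, of 12 genes of the unfolded protein and integrated stress response, 11 fell and 1 did not pass (also 11 adjusted over the list alone), among them HSPA5 (−1.62, SE 0.13), DNAJB9 (−1.82, SE 0.16), HERPUD1 (−1.35, SE 0.10) and SDF2L1 (−2.37, SE 0.22), with camera adjusted p = 3.2e-19 and 0.00075 with an estimated correlation. Heat shock genes rose, 6 of 7 (6 higher and 1 lower adjusted over the list alone), with HSPA1A at 0.68 (SE 0.18) and HSP90AA1 at 0.29 (SE 0.04), and camera adjusted p = 0.0032 and 0.021 with an estimated correlation. PGF rose from 1.15 ± 0.525 to 6.41 ± 1.81 CPM (2.498, SE 0.23), while the transporter SLC22A31 (−3.72, SE 0.39), CDH15 (−2.88, SE 0.28) and KLHDC7B (−2.83, SE 0.21) fell. Of 6 endothelial genes 4 rose (5 adjusted over the list alone), with the adhesion molecule PECAM1 at 1.58 (SE 0.31), at a camera adjusted p of 0.02 and an adjusted p = 0.062 with an estimated correlation. Of 8 epithelial and choroid plexus genes 5 rose (also 5 adjusted over the list alone), with the water channel AQP1 at 2.18 (SE 0.15), at 0.0032 and an adjusted p = 0.13 with an estimated correlation. In total, 1667 genes were higher and 1647 lower than in safe harbor.

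In r6, the epithelial keratin KRT7 fell from 328 ± 78.2 to 37.5 ± 10.9 CPM (−3.13, SE 0.21, edgeR adjusted p = 1.3e-21), and the homeobox gene MEOX1 fell (−1.59, SE 0.28). The gap junction gene GJB2 rose (1.60, SE 0.28) and PADI2 fell (−1.54, SE 0.30), and both calls ended with safe harbor replicates 6 to 9 alone. Cholesterol biosynthesis genes were lower, 8 of 12 fallen (also 8 adjusted over the list alone), among them DHCR7 (−0.59, SE 0.08) and MVD (−0.64, SE 0.13), with a camera adjusted p of 1.8e-05 and an adjusted p = 0.15 with an estimated correlation. Of 15 pan-neuronal genes 6 rose (8 adjusted over the list alone), among them SYT1 (0.67, SE 0.15), at 0.0067 and an adjusted p = 0.37 with an estimated correlation. In total, 1279 genes were higher and 1533 lower than in safe harbor, while r6 differed from r3 in 3 genes and from r7 in 2. The 2812 changed genes became 1636, 1853 and 1668 without r6 replicates 1, 4 and 5, and 109 with safe harbor replicates 6 to 9 alone, where the SYT1 and MVD calls also ended.

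In r7, of 15 pan-neuronal genes 9 rose (10 adjusted over the list alone), among them the RNA-binding protein ELAVL3 (0.99, SE 0.23), STMN2 (0.87, SE 0.26) and the growth cone protein GAP43 (0.51, SE 0.15), at a camera adjusted p of 3.8e-05 and an adjusted p = 0.18 with an estimated correlation. Mesenchymal genes were lower beside them, 7 of 11 fallen (also 7 adjusted over the list alone), with FN1 at −0.49 (SE 0.12) and COL1A1 at −0.38 (SE 0.10), at 7.1e-05 and an adjusted p = 0.14 with an estimated correlation. Proliferation genes rose, 12 of 15 (also 12 adjusted over the list alone), with MKI67 at 0.70 (SE 0.14), at 5.4e-08 and an adjusted p = 0.14 with an estimated correlation. The phospholipase PLCH2 fell from 50.8 ± 17.5 to 14.2 ± 2.38 CPM (−1.84, SE 0.25). With safe harbor replicates 6 to 9 alone the 2029 changed genes became 117, and the calls of TMEM40 (−2.14, SE 0.46), GDF7 (−1.96, SE 0.40) and SPARCL1 (1.67, SE 0.51) ended, as did those of ELAVL3, STMN2, GAP43, MKI67, FN1 and COL1A1. In total, 1005 genes were higher and 1024 lower than in safe harbor, while r7 differed from r3 in 2 genes and from r6 in 2.

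In r8, the actin bundler ESPN (−3.05, SE 0.47) and the calmodulin regulator PCP4 (−3.14, SE 0.72) fell, and the calpain family member CAPN6 rose from 3.55 ± 0.766 to 13.9 ± 3.24 CPM (1.96, SE 0.20). GAD2 (−3.15, SE 0.90) and SLC32A1 (−3.07, SE 0.92), which make and load the transmitter GABA, were lower, and both calls ended with safe harbor replicates 1 to 5 alone. Of 11 glycolysis and hypoxia genes 7 fell (10 adjusted over the list alone), among them SLC2A1 (−0.76, SE 0.07) and NDRG1 (−0.96, SE 0.12), with camera adjusted p = 9e-08 and 0.0016 with an estimated correlation. Of 12 astrocyte genes 8 fell and 2 rose (9 and 2 adjusted over the list alone), among them S100B (−1.89, SE 0.27) and CLU (−1.09, SE 0.18), at 0.023 and an adjusted p = 0.35 with an estimated correlation. Of 15 pan-neuronal genes 5 fell (also 5 adjusted over the list alone), with the neurofilament NEFL at −0.75 (SE 0.12), at 0.025 and an adjusted p = 0.70 with an estimated correlation. In total, 1623 genes were higher and 1845 lower than in safe harbor. The 3468 changed genes became 2167 without r8 replicate 4.

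In r9, the actin-severing protein SCIN rose (2.30, SE 0.38), as did the glucuronosyltransferase UGT2B7 (1.62, SE 0.32). The mitochondrial carrier SLC25A35 fell from 4.97 ± 1.13 to 1.21 ± 0.390 CPM (−2.02, SE 0.27), and the kinesin KIF12 fell (−1.39, SE 0.27). CAV3 (−1.75, SE 0.35) and MAL (−1.48, SE 0.34) were lower, and both calls ended with safe harbor replicates 6 to 9 alone. Glycolysis and hypoxia genes were lower, 3 of 11 fallen (5 adjusted over the list alone), with SLC2A1 at −0.45 (SE 0.07), at a camera adjusted p of 0.0032 and an adjusted p = 0.13 with an estimated correlation. The mesenchymal mean was also lower, at 10.30 ± 0.0973 against 10.44 ± 0.130 log2 CPM in safe harbor. In all 8 lists passed at the preset correlation and 0 with an estimated one. In total, 147 genes were higher and 166 lower than in safe harbor. The 313 changed genes became 160 without r9 replicate 5.

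In r10, the matrix protein SPON2 fell from 14.8 ± 3.63 to 1.61 ± 0.479 CPM (−3.18, SE 0.24), the myosin MYH14 from 2.24 ± 0.647 to 0.264 ± 0.118 (−3.03, SE 0.29) and the kinase LMTK3 from 26.2 ± 4.07 to 4.17 ± 1.30 (−2.64, SE 0.16). The homeobox gene NKX6-2 fell (−2.84, SE 0.48), and CER1, an antagonist of BMP and Nodal signals, rose (2.16, SE 0.30). Of 15 p53 targets 6 fell (7 adjusted over the list alone), among them BTG2 (−1.03, SE 0.09) and GDF15 (−1.46, SE 0.13), with camera adjusted p = 0.0026 and 0.038 with an estimated correlation. Of 11 glycolysis and hypoxia genes 8 fell and EGLN3 rose (0.98, SE 0.15; the same counts adjusted over the list alone), with camera adjusted p = 4.6e-05 and 0.026 with an estimated correlation. Of 11 mesenchymal genes 6 rose (7 adjusted over the list alone), among them COL1A2 (0.47, SE 0.09), at 0.018 and an adjusted p = 0.42 with an estimated correlation. In total, 1141 genes were higher and 1205 lower than in safe harbor. The 2346 changed genes became 1246 and 1180 without r10 replicates 3 and 4.

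In r11, falls besides GFAP included ESPN (−1.49, SE 0.38) and DLK1, a Notch ligand homologue (25.5 ± 9.68 against 68.2 ± 27.0 CPM, −1.41, SE 0.30). The GFAP, ESPN and DLK1 calls ended with safe harbor replicates 1 to 5 alone. GABAergic genes were lower, 2 of 12 fallen (4 adjusted over the list alone), DLX2 (−0.49, SE 0.13) and CALB2 (−0.71, SE 0.21), at a camera adjusted p of 0.03 and an adjusted p = 0.79 with an estimated correlation. Both of these calls ended with only the 2 groups in the fit. In total, 167 genes were higher and 196 lower than in safe harbor. The 363 changed genes became 227, 235 and 229 without safe harbor replicates 2, 5 and 9, and 170 without either r11 replicate 3 or replicate 5.

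In r12, the steroid dehydrogenase HSD17B2 rose from 0.67 ± 0.335 to 2.95 ± 0.406 CPM (2.12, SE 0.31) and PGF from 1.15 ± 0.525 to 4.63 ± 1.17 CPM (2.03, SE 0.23). CDCP1 (−1.39, SE 0.31) and the ATP-gated channel P2RX3 (−1.49, SE 0.34) fell. Pan-neuronal genes were lower as a list, at 3.96 ± 0.258 log2 CPM, with SYP (−0.90, SE 0.23) the 1 of 15 that fell (also 1 adjusted over the list alone), at a camera adjusted p of 0.017 and an adjusted p = 0.68 with an estimated correlation. The SYP call ended with safe harbor replicates 1 to 5 alone. In total, 160 genes were higher and 138 lower than in safe harbor. The 298 changed genes became 132 with only the 2 groups in the fit. Chance was not excluded for the r12 count, since 6 of 100 splits of the libraries called as many genes.

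In r13, transglutaminase TGM2 rose from 17.7 ± 5.07 to 69.1 ± 8.61 CPM (1.96, SE 0.15), the matrix gene ADAMTSL3 (2.12, SE 0.28) and HSD17B2 (1.96, SE 0.31) rose, and the keratin KRT16 (−2.43, SE 0.39), TMEM40 (−2.58, SE 0.52), the receptor TNFRSF9 (−2.15, SE 0.44) and the decoy receptor IL13RA2 (−1.90, SE 0.27) fell. Of 11 glycolysis and hypoxia genes 10 fell (also 10 adjusted over the list alone), among them SLC2A1 (−0.70, SE 0.07) and BNIP3 (−0.81, SE 0.10), with camera adjusted p = 1.6e-10 and 0.00011 with an estimated correlation. Among neighbours of MAPT, ACBD4 fell (−0.71, SE 0.15), as did MYL4 (−1.42), and the connexin GJC1 rose (0.35, SE 0.09). Over the alternatives run for it, MYL4 ranged from −1.72 to −0.93. In total, 1069 genes were higher and 1099 lower than in safe harbor. The 2168 changed genes became 1424 without r13 replicate 1.

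In r14, besides SCRN2, the vesicle fusion protein VAMP5 fell from 9.61 ± 1.79 to 2.34 ± 1.09 CPM (−2.02, SE 0.22), and the protocadherin FAT2 fell from 58.1 ± 23.2 to 21.4 ± 2.96 CPM (−1.44, SE 0.23). Of 11 glycolysis and hypoxia genes 4 fell (6 adjusted over the list alone), among them BNIP3 (−0.42, SE 0.09) and NDRG1 (−0.52, SE 0.12), with camera adjusted p = 2.1e-09 and 0.00032 with an estimated correlation. Safe harbor had the highest mean of this list among the 16 groups, 6.85 ± 0.1003 log2 CPM against 6.84 ± 0.0689 in r12 and 6.10 ± 0.0643 in r4. The BNIP3 and NDRG1 calls ended with safe harbor replicates 1 to 5 alone. In total, 66 genes were higher and 42 lower than in safe harbor.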

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

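Tests of explanations in this part were chosen only after the result was seen, except the test of the normalization. The fits with the pan-neuronal covariate, with the presynaptic reference and with safe harbor replicates 1 to 5 or 6 to 9 alone, and MAPT against the other 13 regions, had been planned, and only their use to test an explanation came afterwards.

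Among 331 groups of 4 to 10 values, 22 held 1 library far from the rest of its group by Dixon's criterion, where chance marks about 1 in 20 groups. For MAPT these were r1 replicate 5 at 16.997 CPM (others 9.89 to 11.2), r4 replicate 5 at 28.3 CPM (others 16.4 to 16.99) and r8 replicate 2 at 12.3 CPM (others 7.81 to 8.93). Library size stood apart in r1 replicate 4 at 17.4 M reads (others 11.1 M to 12.1 M) and in r10 replicate 5 at 22.1 M reads (others 13.9 M to 15.9986 M). Replicate 1 of r7 was highest for MAP3K14 (10.5 CPM), PLCD3 (68.4 CPM) and TMEM40 (1.45 CPM). Replicate 5 of r9 was lowest for SLC25A35 (0.539 CPM) and highest for KIF12 (1.35 CPM). TXNIP reached 11.2 CPM in r5 replicate 4 (others 1.11 to 2.22), ACAN 2.49 CPM in r2 replicate 2, GNA14 3.23 CPM in r3 replicate 1, MUC19 4.56 CPM in r4 replicate 1 and CES4A 4.00 CPM in r8 replicate 2. In r11, GFAP was 16.6 CPM in replicate 4 (others 2.63 to 5.92) and PLP2 45.3 CPM in replicate 2. In r12, KANSL1 was lowest in replicate 4 at 41.6 CPM (others 54.7 to 59.4) and PGF in replicate 5 at 2.62 CPM. Safe harbor held GDF7 at 11.7 CPM in replicate 3 (others 1.92 to 5.03), PCP4 at 3.99 CPM in replicate 9 and KRT16 at 3.97 CPM in replicate 1.

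The first pattern is the 19 genes, THBD and CES4A among them, that were lower in safe harbor than in all 15 other groups. With only some of the safe harbor libraries (replicates 1 to 5 or 6 to 9) at least 95.4% of the gene and target pairs kept their call. Part of these libraries alone therefore does not explain the set. With DESeq2's size factors or the DESeq2 Wald test 100% of the pairs kept their call. These settings kept 476 and 477 of the 477 calls of genes taken by the naming rule. They moved too little to test normalization as a cause. Repression spreading along the chromosome from the AAVS1 target would need the genes to lie near it, and 5.26% of them, the 1 gene IL11 (outside the naming rule), lay within 1 Mb of PPP1R12C. A difference of the kind each transduced pool carries cannot be told apart from an effect of the safe harbor constructs, since 1 set of constructs stands behind each group: the other groups had a median of 5 genes apart from all others, and as many as 422 in r5. An off-target effect of the safe harbor guides stays open and was not tested.

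The second pattern is the MAPT difference in r5, r8 and r7. With the pan-neuronal mean as a covariate, MAPT in r5 was −0.38 (SE 0.14), which argues against neuron content as the whole cause there. The value of −0.64 relative to the presynaptic list cannot decide this. It subtracts the list mean without fitting how strongly MAPT follows it, and so can leave neuron content in. In r8 and r7 differing neuron content cannot be told apart from other causes. With the pan-neuronal covariate MAPT was −0.15 (SE 0.14) and −0.0075 (SE 0.13). Relative to the presynaptic list it was −0.65 and 0.59, each with an adjusted exact permutation p of 0.0393. That subtraction has the same limit as in r5, so the 2 kinds of value are not directly comparable. The safe harbor libraries alone do not account for the differences, since against the other 13 regions MAPT was −0.995 (SE 0.22) in r5, −0.68 (SE 0.21) in r8 and 0.89 (SE 0.17) in r7. An effect of the targeted element on MAPT stays a hypothesis for r5 and is open for r7 and r8.

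The third pattern is that genes near MAPT were among the strongest falls of single regions. Ranked by p against the other 13 regions, a listed neighbour was among the 10 lower genes of smallest p in 3 regions, r2 (MAP3K14), r12 and r13 (KANSL1 in both). Of 13091 windows of 21 neighbouring genes elsewhere 45 reached 3 regions (mean 0.205), and of 10000 random gene sets of similar level 48 did (mean 0.200, permutation p = 0.0049), which argues against differences unrelated to the locus as the whole cause. These ranks use no safe harbor library, and of the 32 falls of neighbours against safe harbor over the 14 regions, 17 passed against the other 13 regions. A candidate explanation is that these constructs act on KANSL1 or MAP3K14 in place of, or along with, MAPT, a hypothesis found and tested on the same data, and the positions of the regions, which would bear on it, are not given in the sources used here.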

How the results depend on the processing

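Comparing with the other 13 regions was planned for MAPT and was chosen after seeing the data for genes changed and neighbours, as was the block for regions against the promoter. MAPT in the promoter group kept its direction and call against safe harbor in every alternative run, from −5.32 to −4.58. Its 14 differences from the regions kept theirs with the replicate block, the only alternative run for them. DESeq2's size factors, the DESeq2 Wald test and no filter on low counts changed no MAPT call and moved no count of changed genes by over 1.5 times. Unless a sentence says otherwise, the cause of a change was not tested. Depth limits MAPT, which had 66 to 613 reads in libraries outside the promoter group, and genes near 1 CPM, which rest on about 10 to 22 reads per library. Of 477 calls of genes taken by the naming rule, members of all lists past the threshold included, 437 were kept without the filter, 396 with only the 2 groups, 446 with the block, 418 with safe harbor replicates 1 to 5 alone, 285 with replicates 6 to 9 alone and 445 with surrogate variables, where 3 (RPL3, RPL10 and RPL19 in r8) reversed without passing, and 0 reversed in the other 5.

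With only the 2 groups in the fit, which leaves fewer libraries for the spread, 354 genes changed in r1 (556 with all groups), 133 in r3 (540), 1162 in r7 (2029), 198 in r9 (313), 227 in r11 (363), 132 in r12 (298) and 69 in r14 (108).

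The libraries were not treated as paired by replicate number, since the labels give the numbers no meaning and not every pair correlated above 0.1. Deviations from group means correlated by 0.0302 on average between libraries of the same number in different groups (604 pairs) and by −0.00535 between different numbers (3012 pairs). Between promoter and safe harbor the 9 pairs averaged 0.170 (0.0279 to 0.391) against −0.0212 for other numbers, 5 exceeded 0.1, and 5 of 9 libraries correlated best with their own number. In r7, 4 of 5 pairs exceeded 0.1, in r8, 4 of 5 libraries correlated best with their own number, and in r10 all 5 pairs were above 0 (mean 0.129), a hint of pairing from the data and not from the design. With the replicate block, MAPT passed as higher in r2 (0.61), r3 (0.83), r4 (0.67) and r6 (0.79), and r8 (−0.36) no longer passed. Genes changed were 958 in r1, 2696 in r2, 1829 in r3, 3188 in r7, 1284 in r9, 747 in r11, 518 in r12 and 182 in r14. Neighbours of MAPT past the threshold were 7 in r2 and r7, 6 in r6, 3 in r3, r5 and r8, and 2 in r12. Gene lists past it were 2 for the promoter, 12 in r2, 18 in r6, 4 in r8 and r13, 0 in r11, 5 in r12 and 8 in r14. No other call of MAPT changed.

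With safe harbor replicates 1 to 5 alone, MAPT passed as higher in r3 (0.86), r4 (0.69) and r6 (0.81), and r5 (−0.65) and r8 (−0.36) did not pass. Genes changed were 2418 in r2, 1533 in r3, 2081 in r8, 1008 in r9 and 545 in r11. Neighbours past the threshold were 1 for the promoter, 7 in r2, 3 in r3, r5 and r10, 6 in r6 and 0 in r11. With replicates 6 to 9 alone, r7 (0.38) did not pass. Genes changed were 267 in r1, 135 in r2, 38 in r3, 1665 in r4, 109 in r6, 117 in r7, 71 in r9, 1241 in r10, 127 in r11, 1382 in r13 and 67 in r14. Neighbours past the threshold were 1 in r1, 3 in r4, 0 in r6, r7 and r9, and 2 in r8 and r12.

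With 3 surrogate variables, MAPT passed in r6 (0.49) and not in r8 (−0.32). Genes changed were 1653 in r1, 2557 in r2, 1828 in r3, 4300 in r4, 5234 in r5, 3766 in r7, 1449 in r8, 766 in r9, 1012 in r12 and 334 in r14. Neighbours past the threshold were 5 in r2, 3 in r3, 8 in r5, 7 in r7, 1 in r8 and 4 in r12. Gene lists past it were 4 for the promoter, r8 and r14, 2 in r12 and 1 in r13.

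With the mean of the astrocyte list as a covariate, MAPT passed in r4 (0.60), did not pass in r7 (0.31) and reversed in r8 (0.14). With the pan-neuronal mean, r7 reversed (−0.0075) and r8 did not pass (−0.15), and by construction these fits take out what MAPT shares with the list. Against the presynaptic list, r7 (0.59) and r8 (−0.65) passed relative to it.

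Against the other 13 regions, MAPT passed in r3 (0.64) and r6 (0.58). Genes changed were 1004 in r1, 5268 in r5, 1376 in r6, 106 in r9, 1205 in r10, 118 in r11, 1234 in r12 and 64 in r14.

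With an estimated correlation between genes, gene lists past the threshold fell to 0 for the promoter, r2, r3, r6, r7, r9, r11 and r12, to 1 in r1, r8, r13 and r14 and to 2 in r4, r5 and r10.

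Leaving out a replicate number from all groups, or a single library, gave genes changed of 637 to 1475 for the promoter (1017 with all), 336 to 632 in r1, 593 to 2053 in r2, 86 to 863 in r3, 927 to 3315 in r6, 810 to 2369 in r7, 1639 to 4214 in r8, 109 to 438 in r9, 1180 to 3112 in r10, 113 to 543 in r11, 175 to 348 in r12, 1231 to 2596 in r13 and 62 to 120 in r14. MAPT ranged from 0.32 to 0.60 in r6, from 0.63 to 0.89 in r7 and from −0.88 to −0.54 in r8. It passed in r6 without safe harbor replicate 8 (0.60). It did not pass in r7 without r7 replicate 5 (0.63) or without replicate number 3 (0.63), 4 (0.65) or 5 (0.64). In r8 it did not pass without safe harbor replicate 8 (−0.57), r8 replicate 1 (−0.69) or 4 (−0.68), or replicate number 1 (−0.70), 5 (−0.71) or 8 (−0.54). Single libraries moved counts by over 1.5 times in r2 (988, 952 and 915 without its replicates 3, 4 and 5), r3 (277 and 834 without safe harbor replicates 3 and 6, and 320, 309 and 148 without its replicates 1, 4 and 5), r6 (1636, 1853 and 1668 without its replicates 1, 4 and 5), r8 (2167 without its replicate 4), r9 (160 without its replicate 5), r10 (1246 and 1180 without its replicates 3 and 4), r11 (227, 235 and 229 without safe harbor replicates 2, 5 and 9, and 170 without its replicate 3 or 5) and r13 (1424 without its replicate 1).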

Other observations

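All tests in this part were chosen only after the result was seen.

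HLA genes and some of their known regulators were looked up in r2 after the values of HLA-DRA, CD74 and HLA-F were seen, and no list of them was tested. HLA-DRB1 averaged 2.56 ± 0.734 CPM (SD, n = 5) in r2 and 0.0575 ± 0.0931 CPM in the other 83 libraries, HLA-DPA1 2.19 ± 0.203 against 0.0192 ± 0.0526 and HLA-B, a class I chain, 210 ± 14.6 against 51.2 ± 15.4, with every r2 library above all others. Against safe harbor, the class II activator CIITA rose (log2 fold change 3.43, edgeR adjusted p = 1.5e-07), as did the class I activator NLRC5 (1.39, 4.3e-08), B2M (0.57, 1.2e-08) and the guanylate-binding protein GBP5 (4.77, 3.8e-08). The class II factor RFX5 was at −0.05 (0.65). NFKB2, which is processed downstream of the kinase MAP3K14, fell by 0.49 (0.001). HLA genes are close copies of each other and could share reads.

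Other groups also held genes whose libraries all lay on 1 side of every other library. There were 38 such genes above and 19 below in r5, 15 above and 25 below in r4, 4 above and 17 below in r10, 10 above and 9 below in r13, 2 above and 13 below in r1, 13 above and 1 below in r2, 3 above and 8 below in r8, 10 below in safe harbor, 4 below in r9, 2 below in r14, 1 below in each of the promoter group, r6 and r11, and 0 in r3, r7 and r12.

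PPP1R12C, which holds the AAVS1 site, averaged 85.4 ± 11.1 CPM (SD, n = 9) in safe harbor and 117 ± 18.2 CPM in the other 79 libraries (log2 difference −0.46, edgeR adjusted p = 7.3e-06), and among the 10 tested genes of that locus HSPBP1 also passed (0.22, 0.047). Of the 19 genes lower in safe harbor than in all other groups, 6 lay on chromosome 19, which holds 6.92% of the tested genes (DBP, ZNF30 and, outside the naming rule, SPHK2, IL11, ZNF584 and LSM14A). The chromosome was chosen after the values were seen, SPHK2 and DBP overlap, and no explanation of either observation was tested.

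Glycolysis and hypoxia genes had means of 6.10, 6.40 and 6.38 log2 CPM in r4, r8 and r13. The means were 6.57 to 6.84 in the other targets and 6.85 in safe harbor. With safe harbor set against all other groups, the list was higher (camera adjusted p = 9.5e-09, and 0.0006 with an estimated correlation). Its falls against safe harbor can therefore not be assigned to the single targets alone. No explanation of these levels was tested.

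Replicates 6 to 9 of the safe harbor and promoter groups may share a difference from replicates 1 to 5, such as a batch. Across genes, the differences between these replicates in the 2 groups correlated by 0.520, and 2 of the 126 splits of the 9 numbers into 4 and 5, the real one included, gave as high a value (highest other 0.576, median 0.144). Genes are not independent replicates, and the labels give no batch.

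Other splits of the same libraries bear on whether chance can be excluded for the counts of changed genes. Each comparison was refitted with its 2 groups alone, on the 13624 tested genes, for 100 splits of its libraries, the real split included, of 24310 possible for the promoter and 2002 for a region. For the promoter 4 splits called as many genes (real 789, highest other 2894). For the regions, splits, real count and highest other were r1 (3, 351, 838), r2 (1, 1086, 633), r3 (4, 137, 2076), r4 (2, 1897, 2357) and r5 (1, 2376, 1941). They were r6 (1, 2384, 1101), r7 (3, 1123, 4069), r8 (1, 3326, 3283), r9 (3, 197, 2212) and r10 (3, 1578, 3602). The last were r11 (2, 225, 2299), r13 (3, 1797, 3152) and r14 (3, 71, 4009). Chance was not excluded for r12 (6, 120, 4978). Where 2 to 4 splits called as many genes, the evidence against chance is weak, since only 100 were drawn. The splits shuffle libraries that may be technical replicates, so chance differences between cultures or transduced pools were not tested. In the promoter, r3, r7, r9, r11, r12 and r14 comparisons the highest other split called more than 3 times the real count, which points to a structure of the samples other than the groups.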
